A study of Mus musculus with 14 samples. Its data were reported in "BAP1 is a haploinsufficient tumor suppressor linking chronic pancreatitis to pancreatic cancer in mice" (2020).

How the data were processed

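Histone marks were measured by chromatin immunoprecipitation and sequencing (ChIP-seq) in cell lines established from mouse pancreata expressing KrasG12D, with Bap1 intact (WT) or deleted (KO). The series holds 14 samples: 12 ChIP libraries, made of 6 marks in each of 2 genotypes, and 2 control libraries. The controls have no file of values and entered only as the background of the authors' island calls. Control 1 served the KO libraries of H2AK119ub, H3K27me3, H2BK120ub and H3K27ac. Control 2 served the other 8 libraries, so genotype and control cannot be told apart for those 4 marks, and H3K4me3 and H3K4me1 had the same control in both genotypes.

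The authors aligned the reads to the mouse genome mm9 with Bowtie (version 1.1.2 in the submitters' processing notes), kept unique alignments and removed redundant reads. They then called islands, which are stretches of enriched windows, in each library on its own with SICER (version 1 in the same notes). The window was 200 bp, the gap was 200 bp for H3K4me3 and H3K27ac and 600 bp for the other marks, and the false discovery rate was 1e-08. The deposited files give for each island its chromosome, start, end and a raw read count, with no normalization and no subtraction of the control. Reads outside islands are not in these files, so the total mapped depth of a library is unknown here. Between 2.51 and 18.1 M (mega) reads lay in islands per library, and this total, which is not the depth, was the denominator of every density. A promoter without an island was below the caller's threshold in that library, which does not mean that it had no reads.

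Islands were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. SciPy 1.17.1 gave the intervals and correlations, and matplotlib 3.10.9 drew the plots. Coordinates are 1-based on mm9 (NCBIM37). All island ends lay within the 21 chromosome lengths of that build. Genes were the 22219 protein-coding genes of GENCODE M1 with their 45834 transcription start sites (TSSs). The study annotated islands to RefSeq TSSs, which were not used here. A gene was counted as marked when an island lay within 2 kb of any of its TSSs, the window the study used. Its density was the number of reads in those islands divided by their summed length in kb and by the island reads of the library, in units of M. Overlap of island sets needed 1 shared bp. Levels in shared regions were log2 ratios of reads per M island reads over regions merged from both libraries and holding an island in each. Active promoters were those with H3K4me3 and H3K27ac and without H3K27me3, and bivalent promoters those with H3K4me3 and H3K27me3. Super-enhancers were built from H3K27ac islands by the stitching and slope rules of the ROSE method, with island reads as the signal and no control subtracted. Expected overlaps were products of the separate frequencies.

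With 1 library per genotype and mark no test across replicates was possible, and no p-value is given. Shares carry 95% exact binomial intervals (Clopper-Pearson), read counts carry 95% exact Poisson intervals, and medians carry 95% order-statistic intervals. These cover counting error, or the spread over regions, only.

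Gene lists, 22 in all with 448 entries, were fixed by name: the cluster I genes the study itself named from these samples, pancreatic fate transcription factors, acinar, duct, mucin and goblet, and islet cell genes, TGF-beta signalling, epithelial junction, mesenchymal, DNA double-strand break repair, NRF2 and redox, AMPK and mTOR, WNT pathway, PR-DUB, PRC1 and PRC2, HOX, other developmental transcription factors, pancreatic tumour suppressors, housekeeping genes, and fibroblast, immune and endothelial markers. Of these entries 446 were placed. Amy2b and Sox1 were not found in the annotation, and Rad51b, Rad51d, Foxf1 and Emc7 were matched under the older names Rad51l1, Rad51l3, Foxf1a and 2900064A13Rik. For each list the members with an island in both libraries, in the KO library alone or in the WT library alone were counted. The median log2 density ratio of members marked in both, and the number in KO alone minus the number in WT alone, were placed as percentiles among 10000 random lists of the same size matched on level in 10 bins. These percentiles describe the libraries at hand and are not tests, and the random lists were not matched on chromosome. Genes were named by a rule: for H2AK119ub and H3K27me3, the 10 densest genes in KO alone, the 10 densest in WT alone, and the 5 with the largest rise and the 5 with the largest fall in density among genes marked in both with at least 50 reads in each. For the other 4 marks the top 3 of each kind were taken. Bap1, the cluster I genes and the members of largest difference in each list were added.

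The groups, comparisons, gene lists, naming rule and alternatives were fixed before the data were examined. The alternatives were TSS windows of 1 kb and 5 kb, an overlap of 50% of the shorter island, islands at or above the pooled median density, equal numbers of islands per library, autosomes only, scaling to shared regions, at least 50 reads per region, reads per kb of called island, a stitching distance of 5 kb, and the 500 strongest stitched regions. Further alternatives were chosen after seeing the data: autosomes only for the counts of genes, equal numbers of islands on autosomes for genes with H2AK119ub, and, for active promoters and the HOX and other developmental lists, a 1-kb window, equal numbers of islands, and the 9 autosomes on which the median H3K4me3 log2 ratio lay within 0.1 of 0. Also after seeing the data, the share of WT islands of the X chromosome that overlapped a KO island was compared with that of autosomal WT islands weighted to the same 10 bins of length and 10 bins of density, and the percentiles of list counts were repeated on autosomes. The overlap and list steps were tested on simulated data. For each mark, 200 of 200 islands added and 200 of 200 removed were recovered, and 200 of 200 genes were read as by a direct search. Islands were added in the widest gaps and removed whole, so this checks the counting only. The caller's threshold was not simulated. The percentile step was tested on simulated log2 ratios that did not pass through reads or islands. A list with a fixed amount added to its ratios reached percentile 100. Of 100 unchanged lists, between 10 and 13 per mark fell outside percentiles 5 to 95.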

Results

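Chromatin was profiled in cell lines established from mouse pancreata that expressed oncogenic KrasG12D and either kept Bap1 (WT) or lacked it (KO). BAP1 is the catalytic subunit of the polycomb repressive deubiquitinase complex (PR-DUB), which removes ubiquitin from histone H2A at the lysine that polycomb repressive complex 1 (PRC1) modifies, the mark called H2AK119ub. H3K27me3 is the repressive methyl mark placed by polycomb repressive complex 2 (PRC2). H2BK120ub lies over transcribed gene bodies, H3K4me3 over promoters, H3K27ac over active promoters and enhancers, and H3K4me1 over enhancers and promoter flanks. Each mark was sequenced in 1 library per genotype, 12 libraries in all, so that there were no replicates and every difference below is a difference between 2 libraries.

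The depth behind the values was set by the reads that fell in called islands. The KO library of H2AK119ub had 24532 islands over 111 Mb with 2.88 M (mega) reads, and the WT library had 17535 islands over 120 Mb with 2.70 M reads. H3K27me3 had 31345 islands over 169 Mb with 3.69 M reads in KO and 38018 islands over 322 Mb with 7.94 M reads in WT. H2BK120ub had 20990 islands over 229 Mb with 6.72 M reads in KO and 15394 over 335 Mb with 16.5 M reads in WT. H3K4me3 had 22143 islands over 63.4 Mb with 10.8 M reads in KO and 17262 over 56.2 Mb with 11.6 M reads in WT. H3K27ac had 24274 islands over 65.2 Mb with 2.51 M reads in KO and 31036 over 89.8 Mb with 6.37 M reads in WT. H3K4me1 had 46718 islands over 249 Mb with 10.1 M reads in KO and 71000 over 256 Mb with 18.1 M reads in WT. Mean reads per kb of island were 25.8 in KO and 22.4 in WT for H2AK119ub, and 21.8 in KO and 24.7 in WT for H3K27me3. Those totals are not the depth of the libraries. All densities below are reads per kb of island per M island reads.

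Bap1 itself, on chromosome 14 (mm9, 32064675 to 32073115), had H3K4me3 and H3K27ac at its promoter in both genotypes. Its H3K4me3 density was 27.1 in KO and 28.0 in WT, and its H3K27ac density was 20.4 in KO and 16.9 in WT. Its H2BK120ub density was 5.31 in KO and 2.41 in WT, over 2.80 kb and 14.4 kb of island, with 100 and 573 reads. Its shares of H2BK120ub and H3K27ac reads were thus lower in KO, opposite to the densities. It had an H3K4me1 island in the WT library alone, and neither library placed H2AK119ub or H3K27me3 there. Islands at a promoter do not show whether the deleted exons are present, so these values are no check of the genotype.

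The study singled out a group of genes, cluster I, from these same libraries, and their values here are therefore not independent evidence of a direction. H2AK119ub islands lay in the KO library alone at Rnf43, a ubiquitin ligase that dampens WNT signalling (density 8.50, 176 reads, 95% interval 151 to 204), at Cftr, the chloride channel of duct cells (7.97, 78 reads, 61.7 to 97.3), and at Tgfb2, a TGF-beta ligand (7.91, 173 reads, 148 to 201). The Cftr island covered its TSS on chromosome 6 (18119201 to 18122600), and 1 of the Tgfb2 islands covered its TSS on chromosome 1 (188527601 to 188532800). Tgfb1, on chromosome 7, had an island just upstream of its TSS in both libraries, with 9.52 in KO and 6.64 in WT, 1.43 times as high. Gnas, which encodes a stimulatory G protein subunit, had a log2 density ratio of 0.32, but with 127 reads over 4.4 kb in KO and 303 over 14.0 kb in WT its share of reads was lower in KO. Its islands matched only in part. The WT island at 174107001 to 174116000 and the KO island at 174153401 to 174155000 had no counterpart in the other library. Sox17, an endoderm transcription factor, had an island in each library, but these islands did not overlap. The KO island covered its TSS on chromosome 1 (4486401 to 4489000), with a density of 11.0 over 2.60 kb and 82 reads. The WT island lay inside the gene (4484201 to 4485200), with 13.4 over 1.00 kb and 36 reads, so these densities do not compare the same site. H3K27me3 lay at Rnf43 in KO alone (5.33, 409 reads, 370 to 451) and at Gnas in both (4.73 in KO, 3.23 in WT), while Sox17, Tgfb1, Tgfb2 and Cftr had none in either. All 6 genes had H3K4me3 in both libraries, and Sox17 and Cftr had H3K27ac in WT alone. With a 5-kb window 1 of the 6 genes, not 3, had H2AK119ub in KO alone. Rnf43, Cftr and Tgfb2 lie on chromosomes 11, 6 and 1. Genes with H2AK119ub in KO alone and in WT alone there numbered 358 and 70, 284 and 29, and 200 and 66.

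The comparison of H2AK119ub asked which promoters carry the substrate of BAP1 when the enzyme is missing. The KO library marked more promoters, and those it marked alone mostly had active marks in WT, whereas the promoters marked in WT alone mostly had H3K27me3 there. Of 22219 protein-coding genes 5724 had an H2AK119ub island at a TSS in KO and 4588 in WT. Both libraries marked 2999 genes, against 1182 expected by chance, 2725 were marked in KO alone and 1589 in WT alone. Of the autosomal genes marked in KO alone 74.7% had both H3K4me3 and H3K27ac in the WT libraries, and 11.9% had H3K27me3. Genes marked in neither library had both active marks in 53.9% and H3K27me3 in 9.71%, so the H3K27me3 share was near theirs. Of the genes marked in WT alone, which carried H2AK119ub in WT by definition, 27.9% had both active marks and 73.5% had H3K27me3, beside 38.5% and 65.4% of those marked in both. Among active promoters 23.1% carried H2AK119ub in KO (1939 of 8378, 22.2 to 24.1) and 8.92% in WT (932 of 10446, 8.38 to 9.49).

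**Figure D1:**
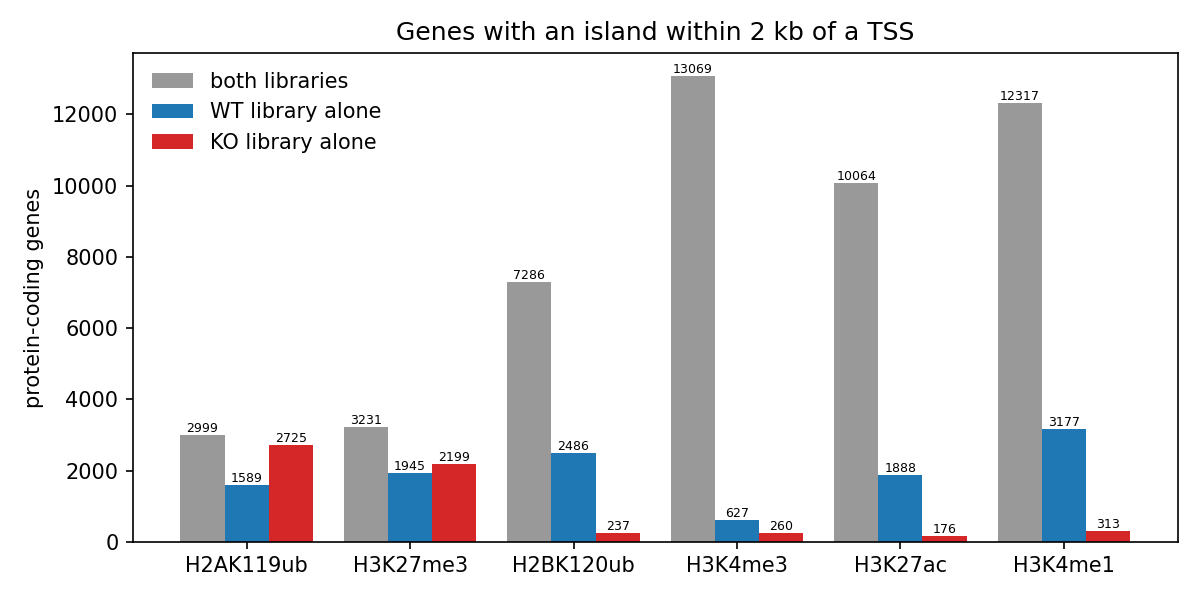
Number of protein-coding genes (y axis) with an island within 2 kb of a TSS for each of the 6 marks (x axis), split into genes marked in both libraries (grey), in the WT library alone (blue) and in the KO library alone (red). H2AK119ub and H3K27me3 had 2725 and 2199 genes in KO alone, against at most 313 for the 4 other marks.

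The densest promoters with H2AK119ub in KO alone belonged to no single group. Polr2a, which encodes the largest subunit of RNA polymerase II, had a density of 18.4 (74 reads, 58.1 to 92.9), and Eef2, a translation elongation factor, had 16.3 (103 reads, 84.1 to 125). Maml2, a Notch coactivator, had 22.6 from 39 reads in an island that overlapped a KO H2BK120ub island. Osbpl3, an oxysterol-binding protein, had 21.3 from 49 reads, and Hormad2, a meiotic chromosome protein, had 17.4 from 30 reads. 4931408C20Rik, Gm1631 and 2810055F11Rik had 21.6, 16.8 and 16.1, from 249, 29 and 37 reads. Sfi1, a centrosome protein, and its neighbor Eif4enif1, a translation repressor, shared 1 island of 72.0 kb on chromosome 11 (3028401 to 3100400) with 18663 reads and a density of 90.1, where the median island of the library had 8.76. That island covered all of Sfi1 and ended short of the Eif4enif1 TSS (3102395), so its density is not a promoter value. The control differed between the genotypes, so the mark cannot be told apart from a background difference at this locus. Among genes marked in both, the densities of Heatr7b1, the glucuronosyltransferase gene Ugt1a1, and Hjurp, the chaperone of the centromeric histone, were 2.83, 2.57 and 2.17 times as high in KO. These 3 genes are neighbors on chromosome 1, and the KO islands at Heatr7b1 and Hjurp overlapped KO H2BK120ub islands. Fam43a and the calsyntenin gene Clstn3 were 2.21 and 1.92 times as high. Ugt1a1, Fam43a and Clstn3 held smaller shares of the island reads in KO, so their higher densities came with shorter islands.

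HOX genes, which set position along the body axis, had the lowest H2AK119ub ratios of any list. All 39 were marked in WT and 35 in KO, and all 35 had a lower density in KO, with a median log2 ratio of -0.85 (-0.90 to -0.69), -0.95 relative to the median of all genes marked in both. That median lay at percentile 0 of random lists. Densities, here and in the lists below, are relative to the island reads of each library. A lower density therefore does not show a lower absolute amount of H2AK119ub. HOX genes lie in 4 clusters and share islands, so the interval and the percentile treat neighbors with common values as separate genes. Hoxc12 and Hoxc13 lay in a single WT island of 160 kb on chromosome 15 with 8018 reads and a density of 18.5. In KO the islands at Hoxc13 spanned 11.4 kb with 256 reads and a density of 7.81, and Hoxc12 had none. Hoxd10 and Hoxd12 (18.1 in WT) and Hoxd1 (16.5 in WT) also had no island in KO, while Hoxd13 and its neighbor Evx2 had 0.449 and 0.450 of their WT density. Of 72 other developmental transcription factors 60 were marked in both and 54 of these had a lower density in KO, with a median of -0.47 (-0.55 to -0.30, percentile 0.06). Foxg1 was marked in KO alone and 11 were marked in WT alone, among them the kidney progenitor factor Six2 (15.2), the pluripotency factor Sox2 (15.2) and the heart factor Tbx20 (14.1). The largest WT-alone densities in the whole gene set included the neural factors Prdm13 (20.1) and Pou3f2 (16.6), as well as the imprinted gene Zdbf2 (16.2) and Gm53 (17.3). Sox14, another neural factor, and Gm17649, which overlaps the HOXC island, had 0.440 and 0.421 of their WT density.

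Transcription factors of pancreatic fate went both ways. Of 29, 18 were marked with H2AK119ub in both libraries, 15 of them with a lower density in KO and a median of -0.34 (percentile 0.06). The eye and islet factor Pax6 had 9.50 in KO and 17.1 in WT, and Gata4 a log2 ratio of -0.68. Gata6 (9.43), the islet factor Pax4 (9.24), Foxa3 (8.81), Hnf4a and Foxa2 were marked in KO alone. The islet factor Isl1 (14.6), the acinar factor Ptf1a (11.4), the beta-cell factor Nkx6-1 (10.1) and Neurog3 were marked in WT alone.

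**Figure D2:**
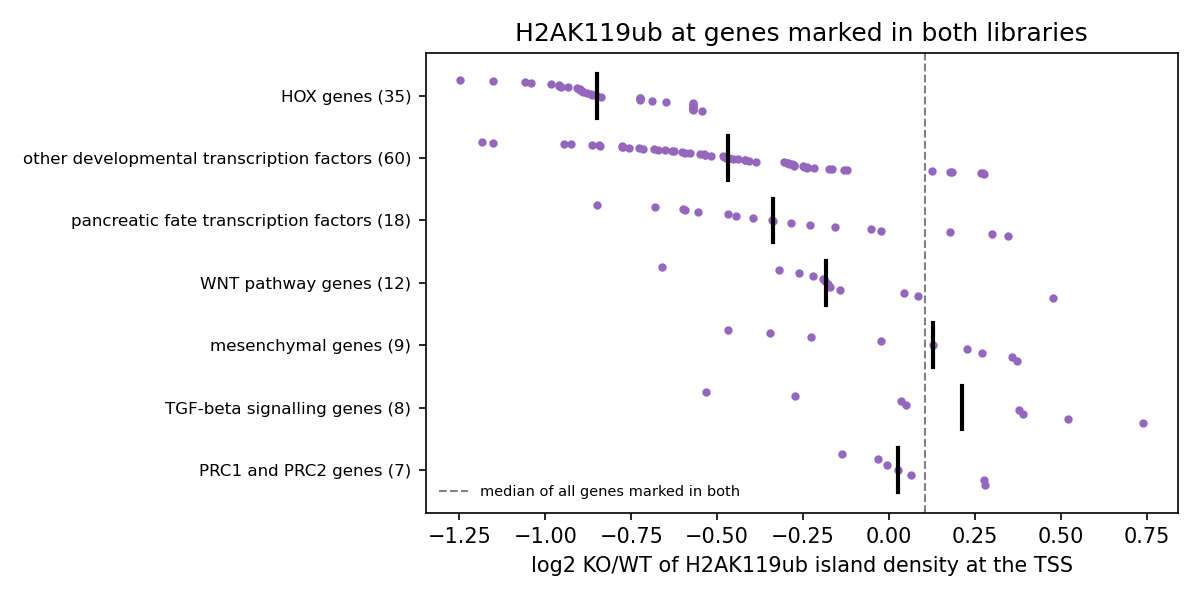
Log2 ratio of H2AK119ub density at the TSS, KO over WT (x axis), for each gene marked in both libraries (points) in the 7 lists named on the y axis, with the number of genes in brackets. Black bars are list medians and the dashed line is the median of all genes marked in both (0.11): the HOX median was -0.85 and all 35 HOX genes lay below 0.

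Signalling, metabolic and marker lists differed in smaller numbers. Of 17 AMPK and mTOR genes, the energy and growth sensors, Rptor (9.46), Tsc2 (9.04), Rheb (8.37) and 2 more had H2AK119ub in KO alone and none in WT alone (percentile 94.1). Of 10 immune markers 4 were marked in KO alone, among them Cd19 (10.4), Cd68 (9.56) and Cd4 (9.34), and none in WT alone (percentile 99.8). These named genes lie on chromosomes 7, 11 and 6. Genes in KO alone and in WT alone there numbered 352 and 70, 358 and 70, and 284 and 29. The percentiles do not take such differences between chromosomes into account. Housekeeping genes had 4 in KO alone and none in WT alone (percentile 75.4). TGF-beta genes had 4 in KO alone, such as Ltbp1 (10.5) and Id1 (8.07), and 3 in WT alone, such as Tgfbr3 (7.83). DNA double-strand break repair genes had 3 in KO alone, Rad51l3 (11.5), Xrcc3 (9.82) and Fanca (9.41), and Rad51l1 (6.29) in WT alone. NRF2 and redox genes, which answer oxidative stress, had Txnrd1 (7.68) in KO alone and Keap1 (9.04), Nqo1 (7.42) and X-linked G6pdx (6.29) in WT alone (percentile 1.81, or 4.90 on autosomes alone). WNT genes had 3 in KO alone, among them Lgr4 (8.69) and Rnf43, and 5 in WT alone, among them the inhibitor Dkk1 (13.0) and Fzd10 (11.7), with a median of -0.18 over the 12 in both (percentile 2.27). PRC1 and PRC2 genes had Pcgf2 (9.38) and Aebp2 (9.34) in KO alone and Cbx7 (7.42) and Ezh1 (7.34) in WT alone, and of the PR-DUB genes only X-linked Ogt (7.42) was marked, in WT alone. Mesenchymal genes had Col6a2 (9.07) and Axl (8.50) in KO alone and Zeb1 (11.7) and Vim (10.4) in WT alone. Epithelial junction genes had Epcam (14.2) in KO alone and Ovol1 in both. Acinar genes had Ctrb1 (14.5, from 25 reads), Cpa1 (10.7) and Cela1 (8.96) in KO alone and Pnlip (13.5) and Ptf1a in WT alone. Duct genes had Epcam and Cftr in KO alone, mucin genes Muc4 (9.92) in KO alone and Tff3 (7.77) in WT alone, and islet genes Ins2 (7.87) in KO alone and Pcsk2 (7.24) in WT alone. Of the pancreatic tumour suppressors only Cdkn1c was marked, in both libraries (9.98 in KO, 9.39 in WT). Fibroblast markers had Col1a2 (8.88) in KO alone, and endothelial markers had Vwf (10.2) in KO alone and Pecam1 (6.83) in WT alone.

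Island sets of H2AK119ub overlapped in part, with 47.0% of WT islands (46.3 to 47.8) and 40.9% of KO islands (40.3 to 41.5) shared. The shared length was 8.17 times that expected by chance. Among denser islands 20.3% of KO islands were shared, where the pooled cut kept 16046 KO and 5012 WT islands. In the 7180 shared regions the median log2 ratio was -0.14 (-0.17 to -0.11), but its sign depended on the scaling, with 0.15 when scaled to shared regions alone and 0.17 per kb of called island. With equal numbers of islands per library, 2009 promoters were marked in KO alone and 1914 in WT alone, a smaller excess than with all islands. Among active promoters the difference remained at equal numbers (17.2% in KO and 8.76% in WT).

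For H3K27me3 the question was whether PRC2 targets differ with BAP1 loss. Genes marked in KO alone mostly had active marks in WT, and most of the X-linked genes that were marked were marked in WT alone. HOX and most other developmental genes were marked in both. It was found at 5430 genes in KO and 5176 in WT, of which 3231 were shared, 2199 were in KO alone and 1945 in WT alone. Of the autosomal genes in KO alone 73.7% had H3K4me3 and H3K27ac in WT, beside 60.3% of those with H3K27me3 in neither library. The share was 13.9% for genes in WT alone, which carried H3K27me3 in WT by definition. On the X chromosome 467 genes were marked in WT alone, 2 in KO alone, 28 in both and 430 in neither. On the autosomes 2197 were in KO alone and 1478 in WT alone. With a 1-kb window the order turned, with 1799 genes in KO alone and 1870 in WT alone.

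The densest H3K27me3 promoters in KO alone were Habp4, which encodes a hyaluronan-binding protein (12.2), Pcgf1, a subunit of a variant PRC1 (11.3, 452 reads, 411 to 496), Strap, which binds TGF-beta receptors (11.0), Dctn1 of the dynactin complex (10.9) and the splicing gene Snrpc (10.8). Habp4 and Snrpc rested on 27 and 40 reads, in islands of 0.6 kb and 1 kb. The kinetochore gene Nsl1 and its neighbor Tatdn3 (10.7), the ribosomal gene Rpl32 (10.3), E330009J07Rik (10.3) and Wnt7a (10.1) followed. Of these 10 genes 6 lie on chromosome 6, whose share of H3K27me3 island reads was 2.20 times as high in KO. In WT alone the list held the head and limb regulators Otx1 (5.52), Hand1 (5.37), Nr2f1 (5.22) and Tbx3 (5.21), the glutamate transporter Slc17a6 (5.77), E030030I06Rik (6.68), Gm10471 (5.62), Gm11003 (5.37), Gm8909 (5.15) and RP23-108F2.6 (5.15). Among genes marked in both, the density of Fam180a was 4.66 times as high in KO, that of the macrophage lectin Clec10a 4.44, that of Hsdl1 and Lrrc50 3.94 and that of the sulfate transporter Slc13a4 3.82. These ratios are to be read against a median log2 ratio of 0.81 (0.80 to 0.83) over all 3231 shared genes. The pancreatic master regulator Pdx1 had a lower density in KO, 18.2 against 24.6, but over longer islands (9.0 kb against 4.8 kb), and its 605 of 3.69 M reads were a larger share than the 938 of 7.94 M in WT. Hoxd1 (-0.40), Prdm13 (-0.35), the metallocarboxypeptidase Cpz (-0.24) and BC049635 (-0.22) were lower too. The cells carried a Cre transgene driven by the Pdx1 promoter, and reads there do not separate the gene from the transgene.

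HOX genes had H3K27me3 in both libraries, 39 of 39, with a median log2 ratio of 0.69 (percentile 22.3) and the largest ratios at Hoxb13 (0.80) and Hoxb1 (0.73). These are densities: at Hoxb13 the KO islands held 2073 reads and the WT island 19859, a smaller share of reads in KO. Of the other developmental factors 61 were marked in both, 9 in WT alone and Sox21 in KO alone, and their median of 0.49 was below that of all genes (percentile 0). Pancreatic fate factors had Foxa3 (6.77), Foxa2 (6.46) and Hnf4a (4.88) in KO alone and Foxa1 (4.05) and Hnf1a (2.97) in WT alone, with a median of 0.50 over 18 (percentile 0.04). DNA repair genes were marked in KO alone at 7 of 29, with Trp53bp1 (8.43), Rad52 (7.24) and Rad51l3 (6.68) the densest, and at none in WT alone (percentile 94.8). These 3 genes lie on chromosomes 2, 6 and 11. Genes with H3K27me3 in KO alone and in WT alone there numbered 215 and 77, 217 and 61, and 215 and 116, which the percentile does not take into account. AMPK and mTOR genes had 5 of 17 in KO alone, with Acaca (8.34), the kinase subunits Prkab2 (6.69) and Prkaa2 (5.42), and none in WT alone (percentile 96.8). PRC1 and PRC2 genes had 6 in KO alone, among them Pcgf1, the PRC2 enzyme gene Ezh1 (7.27) and the PRC1 ligase gene Rnf2 (6.02), and Cbx4 (2.81) in WT alone (percentile 81.5 for that excess). Acinar genes had Cpa2 (5.91) and Clps (5.65) in KO alone, and housekeeping genes had B2m (6.16), Rab7 (6.11) and 2900064A13Rik (5.23). WNT genes had Fzd2 (5.98), Fzd7 (5.94) and Rnf43 in KO alone and 4 in WT alone, among them Fzd10 (3.98) and Axin2 (3.50). TGF-beta genes had Ltbp1 (4.43) in KO alone and Bmp7 (3.44) and Inhbb (2.76) in WT alone. NRF2 genes had Gclm (6.50) in KO alone and X-linked G6pdx in WT alone, and PR-DUB genes Foxk1 (4.63) in KO alone and X-linked Ogt in WT alone. The tumour suppressor Cdkn2a (4.38), the junction gene Cldn1 (5.06), the goblet gene Agr2 (5.17), the fibroblast marker Acta2 (6.72) and the endothelial marker Vwf (5.86) were marked in KO alone. In WT alone were the duct channels Aqp5 (3.26) and Aqp1 (2.29), the goblet genes Muc5b (3.82), Tff3 (3.07) and Spdef (2.89), the islet genes Pcsk2 (3.36) and Pcsk1 (3.29), the mesenchymal gene Col6a2 (2.61), the fibroblast marker Pdpn (2.26), the immune marker Cd8a (2.64) and the endothelial markers Cdh5 (2.87), Tie1 (2.69) and Pecam1 (2.39).

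Of H3K27me3 islands 36.2% in WT (35.7 to 36.7) and 60.5% in KO (60.0 to 61.1) were shared, at 4.78 times the length expected by chance. Among denser islands the order turned, with 77.0% in WT and 18.2% in KO. The pooled cut kept 3406 of 38018 WT islands and 31305 of 31345 KO islands. This setting therefore compares sets of unlike size and cannot decide the order. The median log2 ratio in 12064 shared regions was 0.48 (0.46 to 0.50), and it was 0.18 when scaled to shared regions alone. The KO library had fewer island reads over a shorter covered length, which raises every density expressed per M of them, and the control library differed between the genotypes.

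Promoters with both H3K4me3 and H3K27me3, called bivalent, are held poised at developmental genes. Their number was 3431 in KO and 2716 in WT, with 1655 in common against 419 by chance. Of 10980 promoters with H3K4me3 without H3K27me3 in WT, 1701 were bivalent in KO, which is 15.5% (14.8 to 16.2), and 699 bivalent promoters of WT had H3K4me3 alone in KO. The first group included Habp4, Pcgf1, Strap, Dctn1 and Snrpc, with H3K4me3 densities in KO of 22.2, 36.5, 29.1, 25.8 and 28.8. The second included E030030I06Rik, Otx1, Nr2f1, Tbx3 and Gm8909, and 249 of its 699 promoters lay on the X chromosome. All 17 AMPK and mTOR genes and all 29 DNA repair genes had H3K4me3 without H3K27me3 in WT, and 5 (29.4%) and 7 (24.1%) of them were bivalent in KO, beside the 15.5% of all such promoters. Shares from so few genes, not matched on chromosome, do not show that either list exceeds that background. From pathway analysis the study reported enrichment of such genes for cell fate and metabolism, and none for the DNA damage response. Among the other developmental factors 7 were bivalent in WT with H3K4me3 alone in KO, among them Tbx15, Irx3 and Irx5.

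H2AK119ub and H3K27me3 differed at overlapping sets of promoters. At 606 promoters both marks were in KO alone, against 283 by chance, an odds ratio of 3.27, and against 323 when chance was taken within chromosomes. At 497 promoters both were in WT alone, against 92.7 by chance and 150 within chromosomes. In KO 49.2% of H2AK119ub promoters also had H3K27me3, compared with 68.9% in WT. On autosomes alone the overlaps were 606 in KO alone and 340 in WT alone, so part of the WT overlap lay on the X chromosome. With equal numbers of islands over all chromosomes the order of the 2 overlaps turned, with 478 promoters in KO alone and 501 in WT alone.

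At promoters the 4 marks of active chromatin had fewer genes in KO alone than in WT alone, although H3K4me3 and H2BK120ub had more islands in KO. The KO libraries held fewer island reads, 2.51 against 6.37 M for H3K27ac, 6.72 against 16.5 M for H2BK120ub, 10.1 against 18.1 M for H3K4me1 and 10.8 against 11.6 M for H3K4me3. A loss of these marks therefore cannot be told apart from a lower yield below the caller's threshold. Promoters marked in both, in KO alone and in WT alone numbered 13069, 260 and 627 for H3K4me3, 10064, 176 and 1888 for H3K27ac, 7286, 237 and 2486 for H2BK120ub, and 12317, 313 and 3177 for H3K4me1. H3K4me3 was higher in KO at Sall3 (5.05 times), the ectodermal factor Dlx3 (4.86 times) and Gm10277 (4.56 times). It was lower in KO at Pdx1 (3.31 against 15.4), the plasminogen activator gene Plat (3.25 against 15.6) and Plac8 (2.17 against 12.4). Prrt2, 2900092E17Rik and Tsga10ip had it in KO alone (25.8, 25.8 and 25.1), and Ovol3, Gm17485 and Fbrs in WT alone (24.8, 24.2 and 24.0). H3K27ac was in KO alone at the circadian gene Arntl2 (24.9), Tnni2 (33.7) and Ptprb (23.8), and in WT alone at the neutrophil chemokine gene Cxcl2 (20.9), and at Palmd and 4930455H04Rik, which shared an island (23.3). It was higher in KO at the actin-bundling gene Fscn1 (4.55 times), Lemd1 (4.54 times) and Dok1 (4.19 times) and lower at the adhesion gene Fermt1 (0.375 times), 1700061I17Rik (0.411 times) and Rfx5 (0.445 times). H2BK120ub was in KO alone at Gdf1 (7.39), the lactate transporter gene Slc16a3 (6.91) and Zfp414 (6.51), and in WT alone at Gpbp1 (10.2), Ccdc116 and Ydjc (7.63). It was higher at Dhrs13 (4.21 times), Rpusd3 (4.03 times) and Grcc10 (3.98 times) and lower at Ldhd (0.448 times), Dnajc19 (0.483 times) and the mitophagy gene Bnip3l (0.513 times). Over all 7286 genes with H2BK120ub in both, the median log2 density ratio was 0.565, with 6719 higher and 567 lower in KO. H3K4me1 was in KO alone at the club-cell gene Scgb1a1 (9.81), Necab2 (7.73) and Asprv1 (7.63), and in WT alone at the AP-1 gene Junb (6.48), Gm17379 (6.46) and Lin7c (6.46). It was higher at Klk15 (3.49 times), Gm11570 (3.48 times) and 1810041L15Rik (3.16 times) and lower at Slc13a1 (0.335 times), the catenin gene Ctnnd1 (0.347 times) and the antiviral gene Oas3 (0.358 times).

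Developmental factors stood apart for the active marks as well. H3K4me3 was higher in KO at 35 of the 45 marked in both, with a median of 0.59 (percentile 100), and 7 were marked in KO alone and 2 in WT alone. H3K27ac had a median of 0.82 over the 8 of 72 factors marked in both (percentile 99.98), and 6 were marked in KO alone and 6 in WT alone. H3K4me1 lay in WT alone at 28 of 72 of these factors and at 26 of 39 HOX genes. Pancreatic fate factors had H3K27ac in WT alone at 8 of 29, which included Pdx1, Hnf4a, Hnf1a and Nkx6-1, and in KO alone at Mafb, and H3K4me3 in WT alone at Hnf4a, Hnf1a, Nkx2-2 and Neurod1.

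Markers of duct and epithelial cells had active promoters in both lines, and acinar markers did not. H3K4me3 was present in both libraries at 14 of 16 duct genes, among them Krt19, Krt7, Sox9, Hnf1b and Cdh1, and at 16 of 16 epithelial junction genes. It was absent from all 17 acinar genes in both. Col1a1 and Pdgfra of 10 fibroblast markers, Cd68 of 10 immune markers, Kdr of 8 endothelial markers and Pcsk2 of 9 islet genes had H3K4me3 in both, and Acta2 had it in KO alone and Pcsk1 in WT alone. H3K27ac was present in both at 12 duct genes and 15 junction genes, and all 20 housekeeping genes had H3K4me3 and H3K27ac in both. Of the mucin genes Muc1 had both marks in both lines, Muc4 had H3K4me3 in WT alone, and Muc5b had H3K27ac in KO alone.

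Of WT islands 90.5% were shared for H3K4me3, 62.3% for H3K27ac, 64.6% for H2BK120ub and 63.8% for H3K4me1, and of KO islands 70.5%, 83.1%, 91.0% and 89.3%. Among denser islands H2BK120ub had 97.3% in WT and 41.2% in KO, of 2813 and 15390 islands kept by the pooled cut. Median log2 ratios in shared regions were -0.07, -0.01, 0.15 and 0.21 in that order. Per kb of called island the H3K4me3 median was 0.11 and that of H3K4me1 was -0.0027 (-0.0086 to 0.0023), so neither has a direction that holds across scalings.

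Super-enhancers, clusters of H3K27ac islands with the most reads, were largely common to the lines. There were 734 in KO and 924 in WT, and 540 of the KO regions (73.6%) and 543 of the WT regions (58.8%) overlapped one in the other line. With the 500 strongest in each line the excess in WT was gone, with 183 in each line alone. All 734 KO regions held a WT island, and 922 of the WT regions held a KO island. The strongest regions, chosen after their values were seen and named by the nearest TSS, lay in both lines near Tubd1 on chromosome 11, at the survival gene Bcl2l1 on chromosome 2, at the TGF-beta mediator gene Smad3 on chromosome 9 and at the keratin gene Krt80 on chromosome 15. The Smad3 region (63493801 to 63623600 in KO) held 2430 reads per M in KO and 1623 in WT. In WT alone the strongest were near Sorbs2 (1533 reads per M, 304 in KO), Gc and E230025N22Rik. In KO alone they were at Fmnl2 (1384, with 305 in WT), Foxp1 and Lrp5.

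The share of island reads per chromosome differed between the lines in all marks. Chromosome 6 held 15.0% of H2AK119ub island reads in KO and 5.07% in WT, and chromosome 14, which carries Bap1, held 0.393% in KO and 2.44% in WT. For H3K4me3 the log2 share ratios of these chromosomes were 0.31 and -0.18. Genes with H2AK119ub in KO alone and in WT alone numbered 284 and 29 on chromosome 6, and 16 and 108 on chromosome 14.

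**Figure D3:**
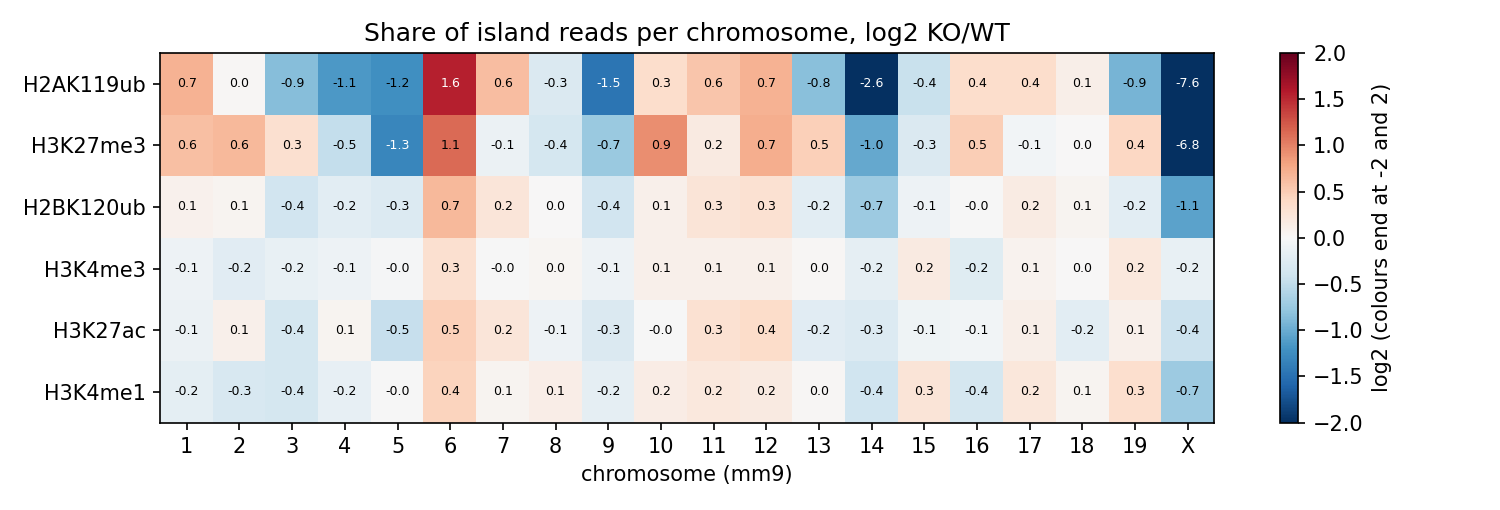
Log2 ratio, KO over WT, of the share of island reads on each chromosome (columns, mm9) for each of the 6 marks (rows), with the value printed in each cell and colors ending at -2 and 2. Chromosome 6 was above 0 for all 6 marks, and chromosome X was -6.82 for H3K27me3.

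The X chromosome carried broad H3K27me3 in WT and almost none in KO. There were 6876 islands over 26.9% of the chromosome in WT and 74 islands over 0.124% in KO. H2AK119ub had 1207 islands on X in WT and 11 in KO. H3K4me3 on the same chromosome had 570 islands in WT and 614 in KO, H2BK120ub 624 and 398, H3K27ac 839 and 510, and H3K4me1 2042 and 882.

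**Figure D4:**
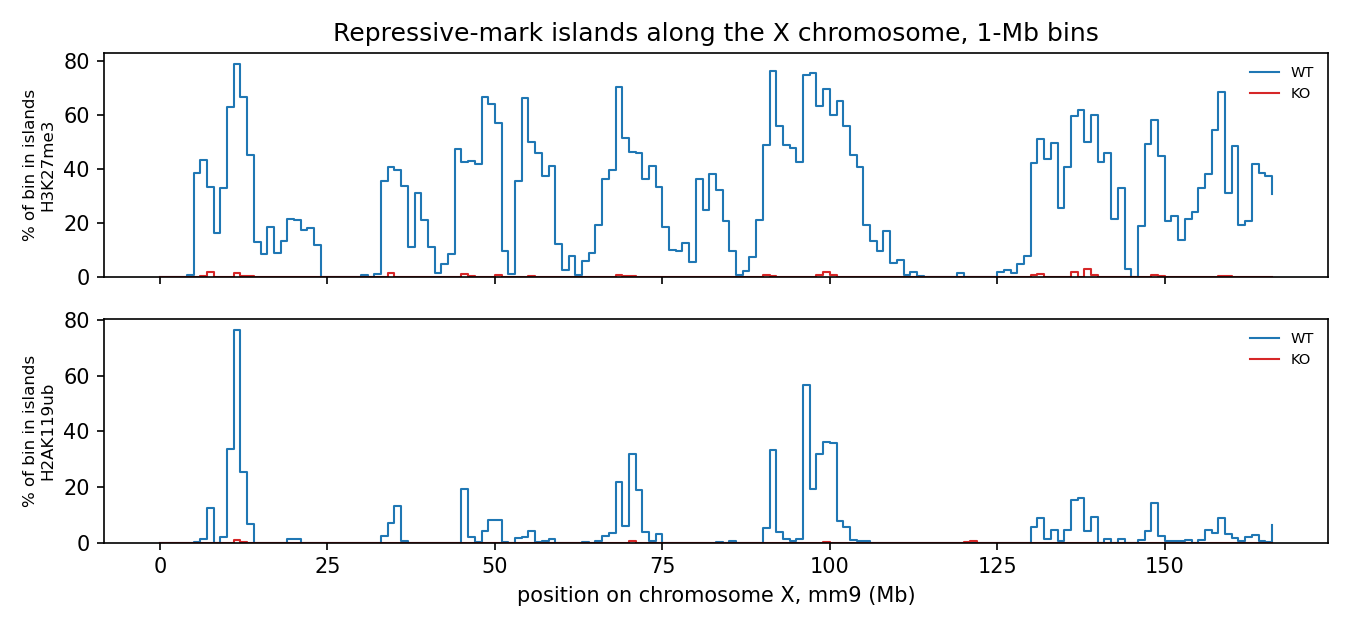
Percent of each 1-Mb bin of the X chromosome (x axis, position in Mb on mm9) covered by islands of H3K27me3 (top) and H2AK119ub (bottom) in the WT (blue) and KO (red) libraries. H3K27me3 covered 26.9% of the chromosome in WT and 0.124% in KO.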

Values the study reported

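The study reported that 66.2% of the genes expressed differently between the genotypes were lower, and 33.8% higher, in cells without BAP1. It described rises of H2AK119ub and H3K27me3 in those cells, and no significant difference in H3K4me3, H2BK120ub, H3K4me1 or H3K27ac.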

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

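The tests below were chosen only after the results were seen, except the 2 tests of open chromatin and the equal numbers of islands over all chromosomes, an alternative fixed beforehand. Islands lay on the Y chromosome, of which the report's gene counts use 17 genes, and over the body of Xist, which is not a protein-coding gene. Their reads exceeded the upper limit of 3.69 that a count of 0 allows, as any called island would. Y-chromosome islands held 1321 reads (1251 to 1394) of WT H3K4me3, 1952 (1866 to 2041) of WT H2BK120ub, 5285 (5143 to 5429) of KO H2AK119ub and 3316 (3204 to 3431) of KO H2BK120ub. Over the body of Xist, the RNA gene of X inactivation, WT H2BK120ub islands held 903 reads. The KO H2AK119ub reads on Y lay in 11 islands between 1751801 and 2902600, away from the Y genes that carried H3K4me3 in WT.

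More promoters had H2AK119ub in KO alone than in WT alone. The larger number of KO islands may account for the excess over all promoters, since with equal numbers of islands the ratio was 1.05 (1.06 on autosomes), but dropping islands would also remove a true gain. Chromosome copy number may set part of the balance, which followed the H3K4me3 ratio across autosomes (Spearman rho 0.521). The ratio of KO-alone to WT-alone promoters was 2.07 in 10-Mb bins where H3K4me3 was flat. Such bins cannot decide whether copy number is the whole cause, because regions flat for H3K4me3 need not be flat for other marks. Relative to the autosomal median, the median log2 ratio of chromosome 5 was -0.04 for H3K4me3, -0.28 for H2BK120ub and -0.37 for H3K27ac. Reads from open chromatin in the KO library cannot be told apart from H2AK119ub at active promoters: the H3K27ac ratio of those promoters lay at percentile 9.36 of matched lists in flat bins but at 99.7 over all autosomes, H2BK120ub and H3K4me1 lay at 99.89 and 100 in flat bins, and the control differed between the genotypes. BAP1 loss, the difference the design compares, stays open as well. Other differences between the cell lines, such as sex or chromosome content, cannot be told apart from it with 1 library per genotype.

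H3K27me3 lay at H3K4me3 promoters in KO alone, among them Pcgf1, Strap and Dctn1. The H3K27ac ratio of these promoters was below that of matched promoters in flat bins (median 0.09 against 0.16, percentile 0.04), opposite to the prediction for reads from open chromatin. This cannot decide the question, because such reads in the KO library could mark active promoters whether or not their H3K27ac differed. Of the autosomal genes with H3K27me3 in KO alone 73.7% had both active marks in WT, beside 60.3% of those with it in neither library. In flat bins promoters bivalent in KO with H3K4me3 alone in WT were 3.38 times as many as the opposite kind. These bins were chosen on H3K4me3, so they cannot decide whether copy number is the whole cause. The different control libraries of the genotypes were not tested and leave the pattern open. BAP1 loss is an untested biological explanation, and other differences between the cell lines cannot be told apart from it.

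H3K27me3 and H2AK119ub covered the X chromosome in WT and hardly in KO. A lower H3K27me3 yield in KO is argued against by an autosomal ratio of KO-alone to WT-alone promoters of 1.49, although autosomal islands numbered 12374 and 17435, and by autosomal WT islands matched to those of X in length and density, of which 33.9% overlapped a KO island against 0.785% on X, 43.2 times as many. That no active X was left in KO is argued against by the X shares of reads of active marks, 0.474 times that of WT or more, but loss of an active X from some cells or of 1 of several copies stays open, since the shares were 0.901 times that of WT for H3K4me3, 0.739 for H3K27ac, 0.603 for H3K4me1 and 0.474 for H2BK120ub. An inactive X with Xist expressed in WT cells alone stays open too: H2BK120ub covered 83.9% of Xist in WT and none in KO, but KO kept H3K4me3 there (283 reads, 923 in WT) and its H2BK120ub library had 6.72 M island reads against 16.5 M. WT cells of both sexes cannot be told apart from a single line with X and Y signal, because Y-linked promoters had 0.514 of the autosomal median H3K4me3 density and a single library gives no share of cells, and the sex of the lines is not given, so this difference is not tied to BAP1 by these data.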

How the results depend on the processing

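The 42 results had 150 alternatives. Of these 92 kept the direction and stayed close, 40 moved the value further or ended the difference and 18 changed its sign (called reversed below), where close means within 1.5 times for a count, within the 95% interval for a share or median, and within the spread between pairs of marks for the correlation. Alternatives for active promoters, developmental lists and autosomal gene counts, also with equal numbers of islands, were chosen after seeing the data. No paired analysis was possible because each group has 1 library. Island reads and the caller's threshold limit every count. Overlap of 50% of the shorter island, stitching at 5 kb, chromosome correlation in shared regions (0.49) and the gene counts of a 5-kb TSS window stayed within those limits. With that window, lists with more genes in KO alone went from 11 to 12 for H2AK119ub and from 9 to 11 for H3K27me3. The window reversed 1 list for each mark, acinar genes (1 and 2) and mucin genes (1 and 0), and left 1 cluster I gene with H2AK119ub in KO alone.

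Counts are KO alone, then WT alone. With a 1-kb window active promoters with H2AK119ub in KO were 20.2%, and H3K27me3 genes were 1799 and 1870, reversed. On flat chromosomes the active share was 25.7%. On autosomes alone the shared-region medians were -0.21 for H2AK119ub and 0.31 for H3K27me3, and 450 promoters were bivalent in WT with H3K4me3 alone in KO. Among the 500 strongest stitched regions of each line 183 were in KO alone and 183 in WT alone, so the excess in WT (381 against 194) was not kept, as taking equal numbers nearly imposes.

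With denser islands only, H2AK119ub had 2582 islands in WT alone, H3K4me3 had 1014 and 529, and H3K4me1 had 8104 and 11397. The order reversed for H2BK120ub (9052 and 75), H3K27ac (6392 and 1917) and H3K27me3 (25608 and 784). The pooled cut kept unequal sets, 15390 KO and 2813 WT islands for H2BK120ub, 16305 and 11364 for H3K27ac, and 31305 and 3406 for H3K27me3. More islands kept in KO leave more in KO alone, so these reversals cannot decide the order.

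With equal numbers of islands, H2AK119ub islands (9415 and 10403), H3K4me1 islands (11421 and 9930) and promoters with both repressive marks (478 and 501) reversed. H2BK120ub had 627 islands in KO alone, H3K27ac 6544 in WT alone and H3K4me3 3010 and 2935. Active promoters with H2AK119ub in KO were 17.2%, the HOX median -0.67 and that of other developmental factors -0.28. The median of all genes marked in both was then 0.28. Relative to it the HOX genes were at -0.94 and the other factors at -0.56, near the -0.95 and -0.57 with all islands. Genes were 132 in KO alone for H2BK120ub, 406 and 1240 for H3K27ac, 931 and 1969 for H3K4me1, and 123 and 1159 for H3K4me3.

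Shared-region medians depended on scaling. In the order H2AK119ub, H2BK120ub, H3K27ac, H3K27me3, H3K4me1 and H3K4me3 they were 0.15 (reversed), 0.0657, -0.15, 0.18, 0.0651 and -0.0175 when scaled to shared regions. They were 0.17 (reversed), 0.64, 0.31, 0.89, -0.0027 (an interval of -0.0086 to 0.0023 that spans 0, so no difference and no reversal beyond the sign) and 0.11 (reversed) per kb of island. With at least 50 reads in both they were -0.0826, 0.18, 0.12, 0.61, 0.20 and -0.0889. The sign of the H3K27ac median, -0.01 in the report with an interval that reached 0.00, was thus not settled. For every result that moved or reversed, the cause was not tested.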

Other observations

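Apart from the correlation of chromosome shares, which was planned, the tests in this part were chosen only after the result was seen. Developmental regulators differed in active marks as well as in repressive ones. H3K4me3 was higher in KO at Dlx3 (17.8 against 3.67), at Tbx15 (21.2 against 6.54) and at the blood factor Gata2 (16.2 against 5.17), each with a lower H2AK119ub density in KO. Otx1, whose H3K27me3 was in WT alone, had H3K27ac of 13.4 in KO and 3.70 in WT. In the opposite direction, Hnf4a had H3K4me3 in WT alone (17.4) and H2AK119ub and H3K27me3 in KO alone (7.90 and 4.88).

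Xist, on the X chromosome (100655714 to 100678556), had 923 H3K4me3 island reads in WT and 283 in KO, and H3K27ac in WT alone (175 reads). Kdm5d, Eif2s3y, Uty and Ddx3y, genes of the Y chromosome, had 331, 208, 364 and 384 H3K4me3 reads in WT and no island in KO. Of the 20 densest KO H2AK119ub islands, chosen after their values were seen, 9 overlapped a KO H2BK120ub island, against 10.3% of all KO H2AK119ub islands, and 5 lay on Y. In WT 0 of 20 did, against 5.68%.

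Shares of island reads per autosome varied together across marks. Over 19 autosomes the Spearman rho of the KO over WT share had a median of 0.56 over 15 pairs of marks (0.24 to 0.96), all above 0. The highest were 0.96 for H3K4me3 with H3K4me1, which had control 2 in both genotypes, and 0.94 for H2AK119ub with H2BK120ub, which had control 1 in KO. Against H3K4me3 and H3K4me1, rho was 0.24 to 0.42 for H2AK119ub and H3K27me3, and 0.47 to 0.60 for H2BK120ub and H3K27ac. Whether the controls set this division was not tested. The ratio of KO-alone to WT-alone H2AK119ub promoters was 0.316 in 10-Mb bins with the lowest H3K4me3 ratio and 6.86 in bins with the highest, and for H3K27me3 it was 1.29 and 3.75.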
